A study of Mus musculus with 5 samples. Its data were reported in "Setd2 supports GATA3+ST2+ thymic-derived Treg cells and suppresses intestinal inflammation" (2022).

How the data were processed

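H3K27ac, the acetylation of lysine 27 of histone H3 that marks active promoters and enhancers, was profiled by CUT&Tag in regulatory T (Treg) cells of the large intestine. The mice were 2 weeks of age. In CUT&Tag a protein A-Tn5 transposase is brought to the histone mark by an antibody, and inserts sequencing adapters into the DNA beside it. The Ctrl group carried a Cre recombinase driven by Foxp3, the transcription factor of Treg cells, with 1 floxed and 1 normal allele of the histone methyltransferase gene Setd2. The KO group carried the same Cre with both Setd2 alleles floxed. Each group held 2 libraries, and cells of females and males had been pooled for each. An IgG control library was listed with the series, but the deposited peak counts held no values for it, so it was not analysed here.

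The authors trimmed the reads, aligned them with Bowtie2 to the mouse genome build mm10, kept uniquely mapped reads and removed duplicates. They called peaks with MACS2 against IgG and merged the peaks of the libraries into 1 set with bedtools. The deposited values were raw read counts per merged peak, with no normalization, and tool versions were not stated. The table held 124158 peaks with a median width of 477 bp, covering 102.1 Mb in all. Because the peaks had been called on the same libraries that were then compared, the set itself depends on the signal in those libraries. Library totals lay between 2395002 and 4712473 counts. Among counts of 1 to 8 per peak, 56.4% to 60.3% were even, depending on the library. Among counts of 1 to 9, a range with more odd than even values, 50.6% to 53.2% were even. The share thus depends on the range, but even counts were in the majority in both ranges. An excess of even counts is what counting both mates of a read pair gives, in which case fewer independent fragments lie behind each count than its size implies. Intervals given for shares of counts are exact Clopper-Pearson intervals at the 95% level and cover counting error only.

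Peaks were placed on the protein-coding genes of GENCODE M21 basic (GRCm38, the assembly of mm10). A peak within 3 kb of a transcription start site (TSS) was a promoter peak, another peak overlapping a gene was a gene body peak, and the remaining peaks were intergenic and assigned to the nearest TSS. This gave 22185 promoter peaks (17.9%), 67265 gene body peaks (54.2%) and 34708 intergenic peaks (28.0%). Coordinates are 1-based on mm10.

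Peaks with at least 10 counts in at least 2 of the 4 libraries were tested, 74550 in all. KO was compared with Ctrl by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and Benjamini-Hochberg adjustment over all tested peaks. No covariate was used. With 2 libraries per group the fit had 2 residual degrees of freedom per peak, and edgeR estimated an infinite prior degrees of freedom, so each peak was tested with the spread that the trend gives for its abundance and its own replicate spread did not enter. CPM values are counts scaled to the total in tested peaks after TMM. Each peak was assigned to 1 gene. For genes, the counts of promoter and gene body peaks were summed and scaled with the factors of the peak table. Standard errors (SE) were derived from the log2 fold change and the F statistic.

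Peak classes and gene lists were compared with the remaining peaks or genes by camera of limma 3.58.1 with a preset correlation of 0.01 between members, with camera at an estimated correlation and the self-contained test fry beside it. The 3 peak classes formed 1 family for adjustment and the 10 gene list tests another. The lists were genes higher or lower in KO mRNA, which the study published from RNA-seq of adult large intestinal Treg cells, and signatures of colonic, splenic, RORγt and ST2 Treg cells that it took from other data. From these lists gene names alone were used, and 92.1% to 99.8% of the names of a list matched the annotation. Clustering of low p-values around Setd2 was tested with 10000 circular shifts of the window along the ordered peaks, one-sided.

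The tests, the samples in each fit, the gene lists and the rule for named items were fixed before the data were examined. The named items were 25 loci taken from the text of the study, each peak of Setd2, Il1rl1 and Gata3, and the 5 higher and 5 lower peaks with the smallest p among those whose KO libraries both lay beyond both Ctrl libraries. The alternatives tried were DESeq2 1.42.0, which the study used, size factors of DESeq2 in edgeR, total counts as library size, a loess offset on abundance, other count minimums, peaks without chromosomes X and Y, a robust fit, the replicate number as a block, leaving out each library, and a promoter limit of 1 kb. Added after seeing the data were a loess offset on GC content, halved counts and an annotation with all gene types.

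The code was tested on simulated counts drawn from the means and library sizes of the real libraries. With no change, 4.74% of 68574 simulated peaks had an unadjusted p under 0.05 and 0 were called. Of 191 tested peaks changed 2-fold, 0 were called at an adjusted p under 0.05. Of 187 tested peaks changed 4-fold, 56 were called with 4 false calls. Among 200 peaks in the top decile of abundance changed 4-fold, 189 were called with 6 false calls, and among 200 such peaks changed 2-fold, 7 were called with 0 false calls. In 100 random sets of unshifted peaks, camera gave a p under 0.05 in 0% and fry in 5% of the sets. The simulated peaks were drawn independently of each other, so this does not show how camera at its preset correlation behaves for correlated members. In the real lists the estimated correlation reached 0.13. The circular shift gave a p under 0.05 in 7% of 200 simulated windows with no enrichment.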

Results

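H3K27ac was compared by CUT&Tag between large intestinal Treg cells of 2-week-old Ctrl mice (Foxp3-Cre with 1 floxed Setd2 allele) and KO mice (both Setd2 alleles floxed), with 2 libraries per genotype. The question was how loss of Setd2, which deposits H3K36me3 over transcribed genes, changes H3K27ac at promoters, in gene bodies and between genes. The Ctrl libraries held 2395002 and 3630447 counts in peaks and the KO libraries 3007444 and 4712473. The median peak held 8 and 13 counts in the Ctrl libraries and 11 and 13 counts in the KO libraries. Promoter peaks took 37.95% ± 0.778 of the counts in Ctrl and 39.5% ± 1.98 in KO (SD, n = 2 each), gene body peaks 43.25% ± 3.04 and 40.7% ± 0.849, and intergenic peaks 18.8% ± 2.26 and 19.85% ± 2.9. For each of these 3 shares the exact permutation test gave p = 0.667, where 0.333 is the smallest two-sided p that 2 against 2 libraries allow.

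Libraries of the same genotype were not closer to each other than libraries of different genotypes. Across the 74550 tested peaks, Pearson's r of log2 CPM was 0.76 between the Ctrl libraries and 0.82 between the KO libraries. Between genotypes it was 0.79 for Ctrl 1 with KO 1, 0.85 for Ctrl 2 with KO 2, 0.79 for Ctrl 1 with KO 2 and 0.74 for Ctrl 2 with KO 1. Spearman's rho lay between 0.64 and 0.76 over the 6 pairs. These correlations are across peaks, which are not independent replicates. The first principal component, with 43.2% of the variance, placed Ctrl 1 (−76.5) and KO 1 (−112.6) on one side and Ctrl 2 (134.5) and KO 2 (54.6) on the other. The second component, with 35.5%, divided the genotypes, with Ctrl 1 at −138.5, Ctrl 2 at −16.4, KO 1 at 100.8 and KO 2 at 54.1. For the pairs of libraries the chi-square per degree of freedom lay between 2.95 and 5.03, and all 4 were kept as separate replicates. This chi-square takes each count as independent, and counting both mates of a pair would raise it.

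The KO gene itself was examined first. Setd2 (ENSMUSG00000044791.16, chromosome 9, 110532597 to 110618633 in mm10) carried 51.6 and 84.2 CPM over its promoter and gene body peaks in the Ctrl libraries and 45.8 and 65.4 CPM in the KO libraries. Its log2 fold change was −0.29 (SE 0.32), with an adjusted p of 1 over all genes in edgeR, and the libraries of the 2 genotypes overlapped. Without Ctrl replicate 2 the value was 0.12. Of its 10 peaks, 7 had enough counts to be tested, 5 of them lower and 2 higher in KO, and the smallest adjusted p was 0.998. H3K27ac counts per peak do not measure the deletion of floxed exons, so the genotype labels rest on the submitters' description.

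At an adjusted p under 0.05 in edgeR, 1 peak was higher in KO and 0 were lower. At an unadjusted p under 0.05, 1079 peaks were higher and 2081 were lower in KO. Together these were 3160 of 74550 tested peaks (4.24%), where 3728 (5%) are what chance gives for interchangeable libraries. The libraries also divided by replicate number, and without a block that division enters the spread, which can lower the chance share. Splitting them by replicate number gave 8487 peaks (11.38%), and the remaining split gave 720 (0.97%). DESeq2 called 0 peaks at an adjusted p under 0.05 in either direction, and 445 higher and 1023 lower peaks at an unadjusted p under 0.05. The split of the unadjusted calls moved with the scaling, with 34.1% of them higher in KO under TMM and 20.2% higher when total counts were the library size. The libraries of the genotypes did not overlap at 33.3% of the tested peaks, the share that chance gives for 2 against 2 interchangeable libraries. In simulated counts with the spread of these libraries, 0 of 191 peaks of any abundance changed 2-fold were called, and 7 of 200 in the highest decile of abundance, so most changes of that size would be missed at this depth and replicate number.

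The single called peak lay on chromosome 9 from 123927502 to 123934392, in the intergenic stretch between Xcr1 and Ccr1, 34.3 kb from the TSS of Ccr1 (ENSMUSG00000025804.5, minus strand) and on its 3′ side. It measured 509 and 294 CPM in the Ctrl libraries and 908 and 1130 CPM in the KO libraries, from 1126 and 987 counts in the Ctrl libraries and 2438 and 4706 in the KO libraries. The log2 fold change was 1.34 (SE 0.23), with an edgeR adjusted p of 0.000274 and a DESeq2 adjusted p of 0.122. The call rested on the spread assumed for the peak. Its own replicate variance in the edgeR fit was 2.03, against 0.568 from the abundance trend that the test used. When peaks needed at least 50 counts in 2 libraries, edgeR estimated 8.58 prior degrees of freedom, so that the spread of the peak itself entered, and the adjusted p was 1.

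None of the other 9 named peaks, chosen for the smallest p among peaks whose libraries did not overlap, passed an adjusted p of 0.05 in edgeR. Among the higher ones, a second peak between Xcr1 and Ccr1, from 123934772 to 123938841, rose from 138 ± 29.4 to 306 ± 36 CPM (SD, n = 2 each; log2 fold change 1.15, edgeR adjusted p 0.157). Other higher peaks lay in an intron of Chst12 (chromosome 5, 140513595 to 140514872, log2 fold change 1.79) and at the promoter of Dlec1 (chromosome 9, 119102076 to 119102932, log2 fold change 2.21). Among the lower ones, a peak of 477 bp from 123926032 to 123926508 lay beside the called peak and fell from 14.3 ± 0.394 to 2.42 ± 1.32 CPM (log2 fold change −2.48, edgeR adjusted p 0.626). The others were in Pask (chromosome 1, 93327156 to 93329190, exon, −2.15), an intron of Rif1 (chromosome 2, 52114609 to 52115814, −3.38) and Paxip1 (chromosome 5, 27756760 to 27758509, exon, −1.60), and 4.14 kb from the TSS of Zfp869 (chromosome 8, 69714869 to 69715462, −3.39), all with adjusted p between 0.626 and 0.661. The counts of the lower peaks were small, with 2 and 4 counts in the KO libraries at the Rif1 peak and 0 and 6 at the Zfp869 peak. The value of the Paxip1 peak was −0.96 without Ctrl replicate 2. Without KO replicate 2 the lower peak beside the called peak was at −3.26, the Pask peak at −3.35 and the Zfp869 peak at −7.64. The Zfp869 value then rests on a single KO library with 0 counts, so its size has little meaning.

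**Figure D1:**
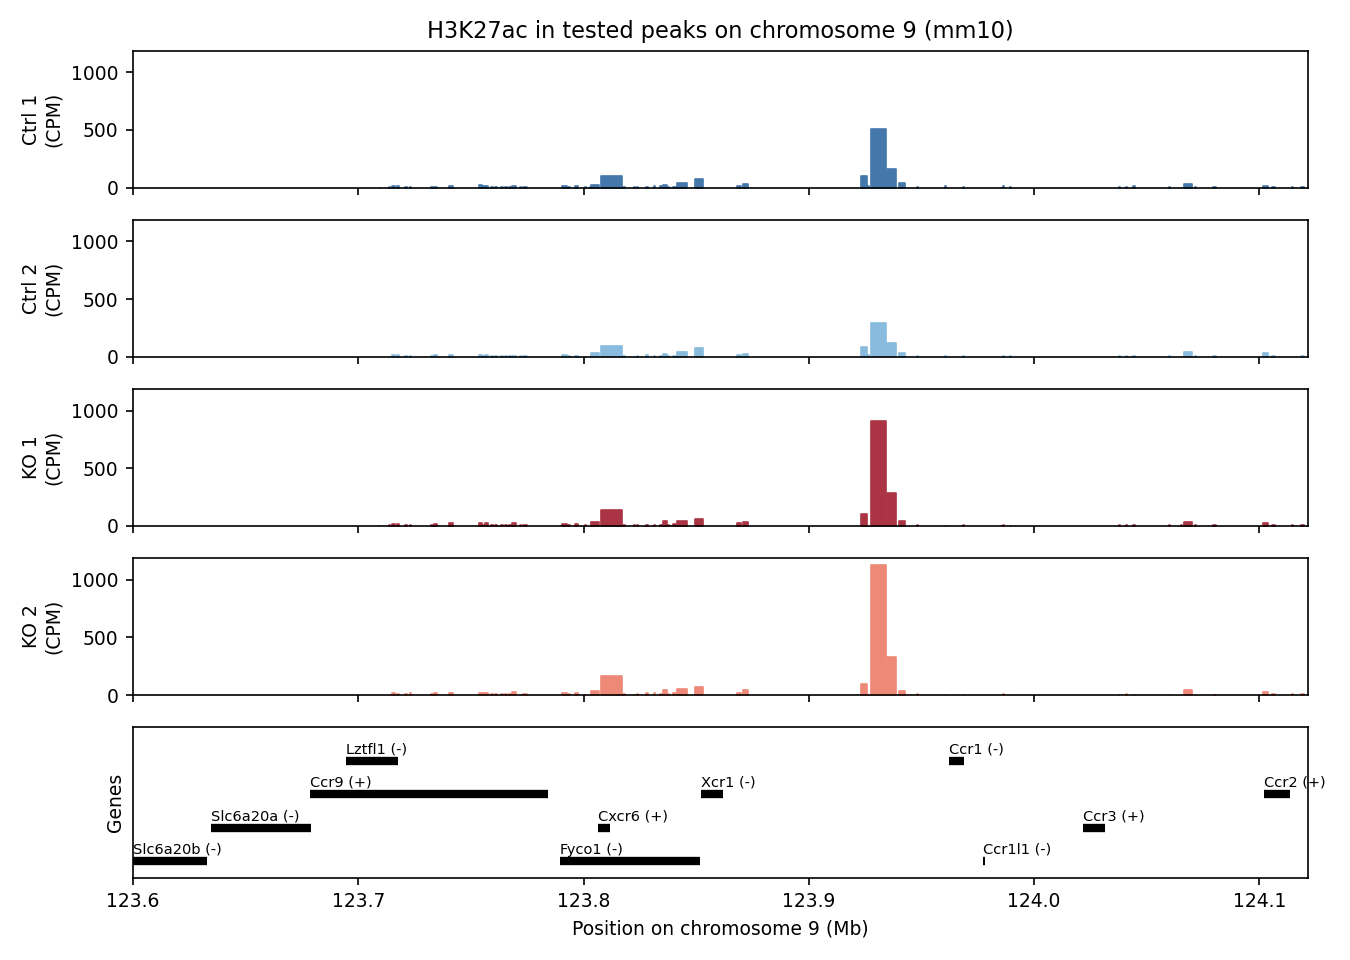
H3K27ac in each tested peak (CPM, same scale in the 4 panels) along chromosome 9 in mm10, with bars spanning each peak, and the protein-coding genes below with their strand. The tallest peak, between Xcr1 and Ccr1, reached 509 and 294 CPM in the Ctrl libraries and 908 and 1130 CPM in the KO libraries.

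The log2 fold change rose with the abundance of a peak. Its median was −0.15 in the lowest decile of abundance, with 42.8% of peaks higher in KO, and 0.16 in the highest decile, with 74.3% higher in KO. In the highest decile, 241 peaks were higher and 15 lower at an unadjusted p under 0.05, and in the fifth decile 94 were higher and 324 lower. The slope of a library's deviation on abundance was −0.009 in Ctrl 1, −0.054 in Ctrl 2, 0.010 in KO 1 and 0.053 in KO 2 (log2 CPM per log2 CPM), and the exact permutation test of KO against Ctrl gave p = 0.333, the smallest two-sided value possible. The trend enters any comparison of peak classes or gene lists that differ in abundance, and a loess offset on abundance was used beside the TMM values for that reason.

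**Figure D2:**
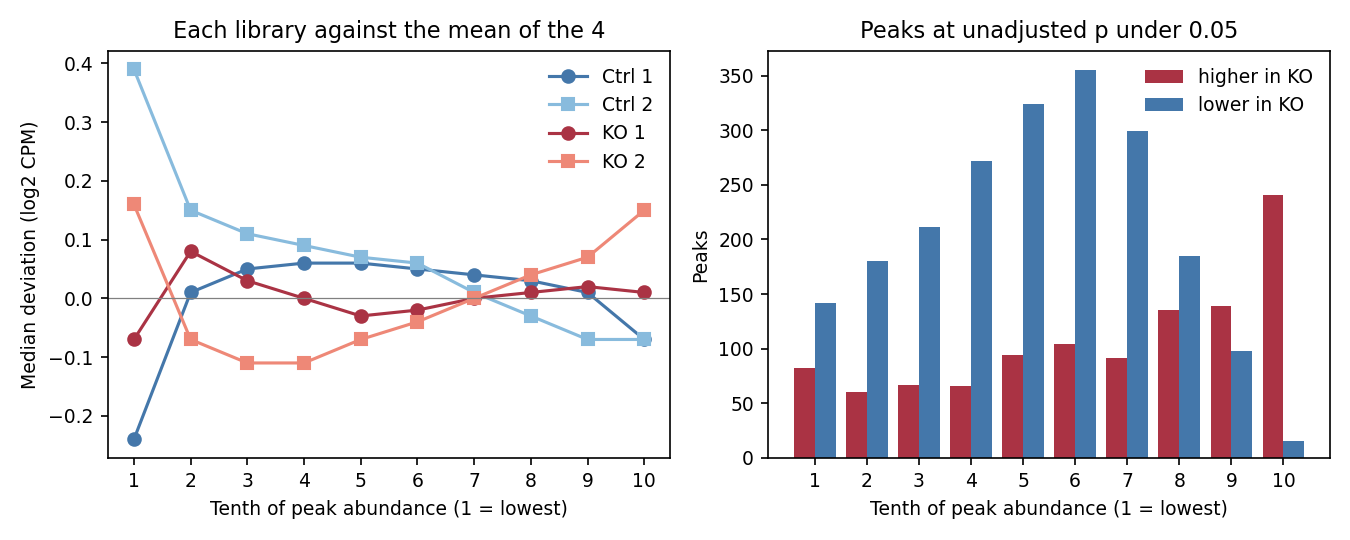
Left, median deviation of each library from the mean of the 4 libraries (log2 CPM) in each decile of peak abundance, with lines for the libraries; right, number of peaks at an unadjusted p under 0.05 in edgeR in each decile, as bars by direction. In the highest decile 241 peaks were higher and 15 lower in KO.

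To ask whether promoters, gene bodies and intergenic regions differed, the median log2 fold change of each class was compared with that of the remaining peaks. It was 0.063 over 17669 promoter peaks (adjusted p 0.0389 in limma camera), −0.125 over 40263 gene body peaks (adjusted p 0.00176) and 0.11 over 16618 intergenic peaks (adjusted p 0.0097). None of the 3 classes passed an adjusted p of 0.05 under fry of limma (0.564, 0.564 and 0.587), and camera with an estimated correlation gave p of 0.186, 0.131 and 0.341. When at least 50 counts were needed, none of the 3 classes passed in camera of limma, with medians of −0.023 for promoter (adjusted p 0.352), 0.018 for gene body (adjusted p 0.587) and 0.027 for intergenic peaks (adjusted p 0.352). The promoter value was 0 with an adjusted p of 0.485 under the loess offset, and −0.017 with an adjusted p of 0.0878 with total counts as library size. The gene body value was 0.019 without Ctrl replicate 2, and the intergenic value was −0.063 without KO replicate 1. For the gene body and intergenic classes the libraries of the genotypes overlapped, and for promoters both KO libraries lay above both Ctrl libraries (0.025 and 0.062 against 0.017 and −0.063).

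The next comparison asked whether genes whose mRNA rises or falls in adult KO Treg cells change in H3K27ac in the same direction in these libraries. At promoters, 618 genes higher in KO mRNA had a median log2 fold change of 0.17, against 0.058 for the other genes (adjusted p 0.00113 in limma camera), and 500 genes lower in KO mRNA had −0.013, against 0.068 (adjusted p 0.0338). In gene bodies, 440 genes higher in KO mRNA had 0.004, against −0.20 for the other genes (adjusted p 0.00486), and 341 genes lower in KO mRNA had −0.44, against −0.17 (adjusted p 0.00119). At intergenic peaks the medians were 0.11 over 301 genes and 0.006 over 198 genes, with adjusted p of 0.441 and 0.251. Under fry of limma none of the 10 list tests passed, with adjusted p from 0.766 to 0.96, and with an estimated correlation the p of camera was at least 0.0854 in every list. At promoters of genes higher in KO mRNA, both KO libraries lay above both Ctrl libraries, and in gene bodies of genes lower in KO mRNA both lay below, where the value was −0.20 without Ctrl replicate 2. With the loess offset on abundance the medians of genes higher and lower in KO mRNA were 0.087 and −0.072 at promoters and 0.133 and −0.174 in gene bodies, with camera adjusted p from 0.00335 to 0.0214 and fry adjusted p from 0.124 to 0.303. The median of gene bodies of genes higher in KO mRNA changed sign with the count minimum, with total counts as library size and with the annotation.

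Signatures of Treg subsets were then compared over promoter and gene body peaks of each gene. The median log2 fold change was 0.092 for the colonic Treg signature (400 genes, adjusted p 0.00119 in limma camera), 0.041 for the splenic Treg signature (421 genes, adjusted p 0.0799), 0.10 for the RORγt Treg signature (354 genes, adjusted p 0.0206) and 0.088 for the ST2 Treg signature (adjusted p 0.0672). For each of the 4 lists the libraries of the genotypes overlapped. The sign also depended on single libraries. Without KO replicate 1 the medians were −0.012 for the colonic, −0.040 for the RORγt and −0.048 for the ST2 signature, and without KO replicate 2 the splenic value was −0.037.

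**Figure D3:**
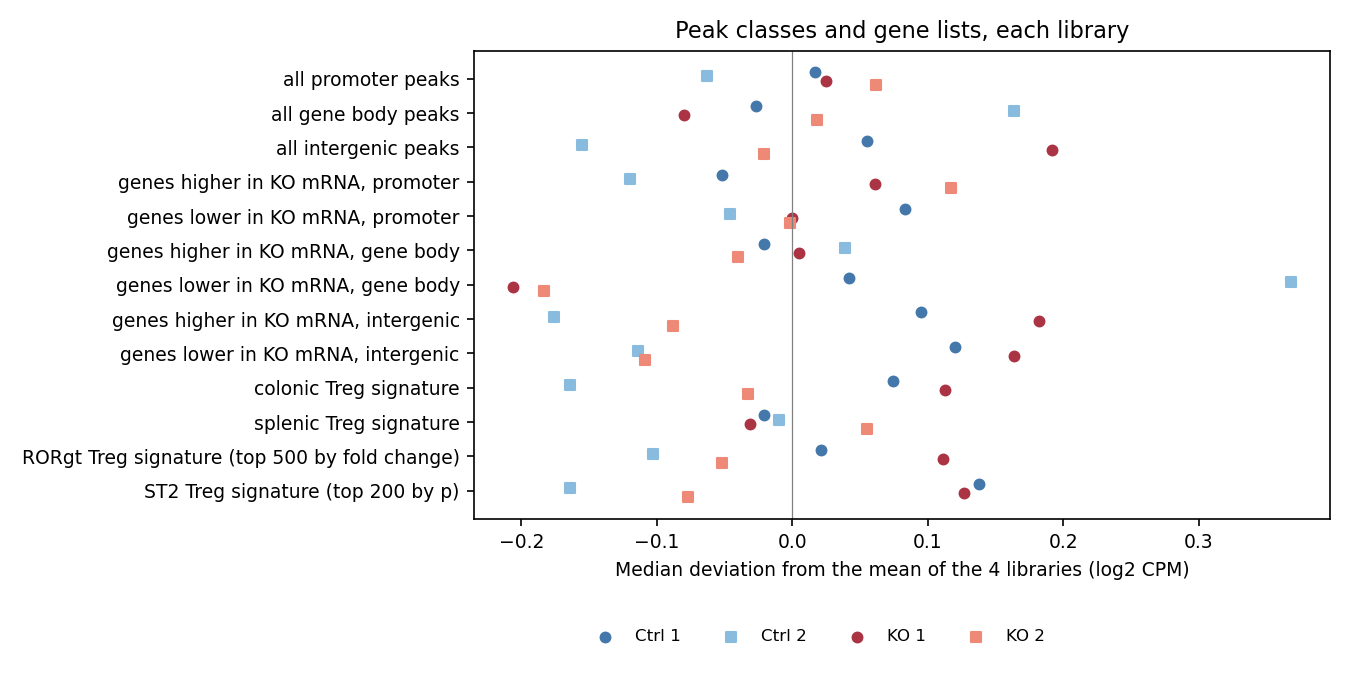
Median deviation of each library from the mean of the 4 libraries (log2 CPM) for each peak class and gene list, with points for the libraries. In gene bodies of genes lower in KO mRNA the KO libraries sit at −0.206 and −0.183 and the Ctrl libraries at 0.042 and 0.368.

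Of the 25 loci taken from the text of the study, 22 had peaks in the promoter or gene body that could be tested, and no such peak was assigned to Txnl4b, Il17a or Il17f. None passed an adjusted p of 0.05 in edgeR, neither over all 12732 genes tested nor adjusted over the list alone, and 3 had an unadjusted p under 0.05. Over all genes 0 passed in either direction, with 3.23% of genes at an unadjusted p under 0.05, 21.7% of these higher and 78.3% lower in KO. At 11 of the 22 loci the libraries of the genotypes did not overlap, where chance gives 33.3% for interchangeable libraries. The 3 were Ccr9 (ENSMUSG00000029530.16, chromosome 9, 123678439 to 123784330), with 127 ± 11.5 CPM in Ctrl and 208 ± 3.24 CPM in KO (SD, n = 2 each; log2 fold change 0.71, SE 0.22), Ctla4 (ENSMUSG00000026011.13, chromosome 1, 60887000 to 60915832), with 460 ± 21.2 and 649 ± 58.3 CPM (log2 fold change 0.50, SE 0.18), and Cxcr6 (ENSMUSG00000048521.8, chromosome 9, 123806475 to 123811760), with both KO libraries above both Ctrl libraries (log2 fold change 0.57, SE 0.22). Each had an adjusted p of 0.225 over the list alone and of 1 over all genes. The study had named Ccr9 and Cxcr6 for H3K27ac in these same libraries, so these loci and the share without overlap are not an independent test. With the loess offset on abundance Ctla4 was at 0.32, with an unadjusted edgeR p of 0.0628. With total counts as library size Cxcr6 was at 0.49, with an unadjusted edgeR p of 0.0509. Ccr9 stayed under 0.05 in these fits, with unadjusted p of 0.0113 and 0.0172. The annotated span of Ccr9 contains Lztfl1, and since each peak was assigned to 1 gene, peaks nearer to a TSS of Lztfl1 were not counted for Ccr9.

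Il1rl1, which encodes ST2 (ENSMUSG00000026069.15, chromosome 1, 40429570 to 40465415), had 61.1 ± 4.51 CPM in Ctrl and 66.4 ± 7.21 CPM in KO (SD, n = 2 each; log2 fold change 0.12, SE 0.26, edgeR adjusted p 1), and the value was −0.010 without KO replicate 1. Of its 9 peaks 7 were tested, 4 higher and 3 lower in KO. The lowest was an intronic peak from 40436609 to 40437468, within 3 kb of a further TSS of the gene, with 31 and 26 counts in the Ctrl libraries and 15 and 18 in the KO libraries (log2 fold change −1.12, SE 0.59, edgeR adjusted p 0.998). A peak in an intron nearer the 3′ end, from 40460960 to 40461733, had 8 and 19 counts in Ctrl and 11 and 6 in KO (log2 fold change −0.80, edgeR adjusted p 0.998). The highest was an intronic peak from 40448778 to 40449218, with 2 and 5 counts in Ctrl and 12 and 11 in KO (log2 fold change 1.49, SE 1.31, edgeR adjusted p 0.998). Of the 13 tested intergenic peaks nearest to Il1rl1, 9 were higher and 4 lower, and 0 had an unadjusted p under 0.05.

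Gata3 (ENSMUSG00000015619.10, chromosome 2, 9857078 to 9890034) had 232 ± 4 CPM in Ctrl and 308 ± 42.2 CPM in KO (SD, n = 2 each; log2 fold change 0.41, SE 0.21, edgeR adjusted p 1), and the value was 0.23 without KO replicate 2. All 3 of its tested peaks were higher in KO, with log2 fold changes from 0.19 to 0.68. Among 52 tested intergenic peaks nearest to Gata3, 35 were higher and 17 lower, 2 had an unadjusted p under 0.05, and the smallest adjusted p in edgeR was 0.998. Foxp3 (chromosome X, 7573644 to 7595245) had 122 and 145 CPM in the Ctrl libraries and 146 and 228 CPM in the KO libraries, and its log2 fold change of 0.49 was 0.10 without KO replicate 2. The sign of Il2rb, Areg, Il23r, Gpr15 and Ifng also changed when a single library was left out. Ikzf2 and Nrp1 went from 0.24 and 0.08 to −0.03 and −0.09 under the loess offset on abundance, and to 0.08 and 0.04 without KO replicate 2.

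**Figure D4:**
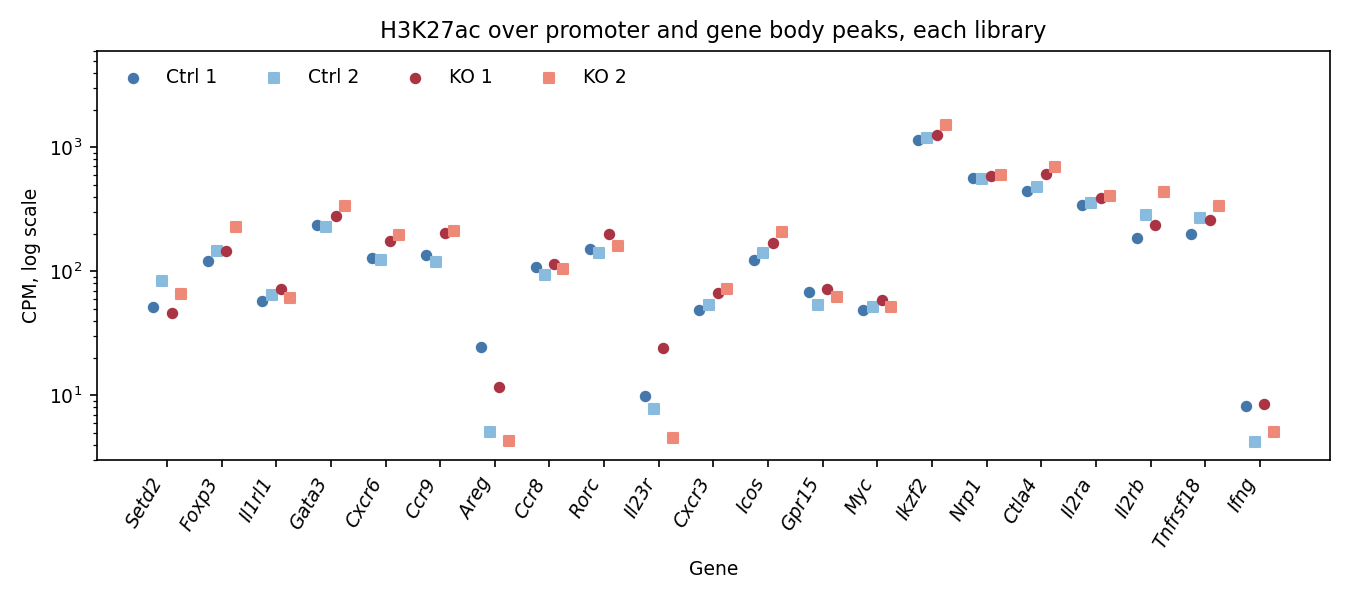
H3K27ac over the promoter and gene body peaks of loci taken from the text of the study (CPM, log axis), with a point for each library. Setd2 sits at 51.6 and 84.2 CPM in the Ctrl libraries and at 45.8 and 65.4 CPM in the KO libraries, and the libraries of Setd2 and Il1rl1 overlap between genotypes.

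Because DNA around a floxed allele can come from another strain, peaks near Setd2 were examined. Of 1553 tested peaks within 20 Mb of Setd2, 83 (5.34%) had an unadjusted p under 0.05 in edgeR, against 4.22% elsewhere, and the permutation test by circular shift gave a one-sided p of 0.061. Among these 83 peaks 23 were higher and 60 lower in KO. Without the chemokine receptor region of chromosome 9, which holds the called peak, the share was 4.84% and the permutation p was 0.18.

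Chromosome X held 1.29% (95% interval 1.28% to 1.3%) of the counts in Ctrl 1, 1.09% (1.08% to 1.1%) in Ctrl 2, 1.21% (1.2% to 1.22%) in KO 1 and 1.125% (1.12% to 1.13%) in KO 2. Chromosome Y, with 13 peaks, held 0.00781% (0.00673% to 0.00901%) in Ctrl 1, 0.00570% (0.00495% to 0.00653%) in Ctrl 2, 0.00648% (0.00561% to 0.00746%) in KO 1 and 0.004605% (0.00401% to 0.00526%) in KO 2. The exact permutation test gave two-sided p of 1 for chromosome X and 0.667 for chromosome Y. The shares therefore differed between libraries by more than counting error and did not separate the genotypes.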

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

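The count of called peaks changed under several alternatives. The number higher in KO at an adjusted p under 0.05 was 0 with DESeq2, 0 with all peaks that had any count and 0 with at least 50 counts in at least 2 libraries. It was 0 with halved counts and 2 with the loess offset on GC content, both added after seeing the data. With the loess offset on abundance 1 peak was also lower. It stayed at 1 higher and 0 lower with DESeq2 size factors, total counts as library size, a robust fit, and without chromosomes X and Y. The adjusted p of the main called peak was 0.95 with all peaks, 1 with at least 50 counts, 0.298 with halved counts and 0.122 with DESeq2, and between 3.01e-06 and 0.00708 in the other fits without a block. With at least 50 counts the prior degrees of freedom were finite (8.58), as they were with halved counts (24.6), and the wider replicate spread of the peak entered. They were also finite, though larger, with total counts as library size, where the peak still passed; with all peaks they stayed infinite, and the cause there was not tested.

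At an unadjusted p under 0.05, 666 peaks were higher in KO with total counts as library size. The numbers higher and lower were 108 and 169 with at least 50 counts in at least 2 libraries, which left 16011 peaks to test, 420 and 1069 with halved counts, which left 39760, and 445 and 1023 with DESeq2. Of the 3160 peaks of the TMM fit, 2747 were shared with the fit on total counts, 2511 with the loess offset and 1420 with DESeq2.

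The 2 genotypes share replicate numbers in the labels, which do not say what a number stands for. The difference between replicates 1 and 2 in Ctrl correlated with that in KO at r = 0.26 across peaks (0.25 after the loess offset), which with only 2 pairs does not establish a pairing. With the replicate block, 152 peaks were higher and 59 lower at an adjusted p under 0.05, and 3490 and 3476 at an unadjusted p under 0.05. With the replicate block and the loess offset these were 12 and 41, and 2684 and 3597. The block leaves 1 residual degree of freedom and again an infinite prior, so these calls rest on the trend alone. Under the block the called peak still passed an adjusted p of 0.05, and 17 of the other loci and named peaks newly passed, among them the 9 loci Foxp3, Gata3, Cxcr6, Ccr9, Icos, Ikzf2, Ctla4, Il2rb and Tnfrsf18. The splenic Treg signature passed with a median of 0.038; it changed no other call of a class or list.

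Several medians of classes and lists lay near 0, and their sign moved with the processing. Total counts as library size lowered the median of all peaks from −0.012 to −0.091, and medians near 0 moved below 0 with this common shift. Promoter peaks were then at −0.017 and no longer passed in camera, which compares them with other peaks (adjusted p 0.0878), genes higher in KO mRNA at −0.076 in gene bodies, genes lower in KO mRNA at −0.066 at intergenic peaks, and the splenic signature at −0.037, while the ST2 signature passed with 0.010. For the other settings the cause was not tested. With at least 50 counts in at least 2 libraries, promoter peaks were at −0.023, gene body peaks at 0.018, intergenic peaks at 0.027 and no longer past the threshold, genes higher in KO mRNA at −0.078 in gene bodies, genes lower in KO mRNA at −0.027 at intergenic peaks, and the colonic, splenic, RORγt and ST2 signatures at −0.016, −0.054, −0.001 and −0.009. There the splenic and ST2 signatures newly passed in camera, with adjusted p of 0.0466 and 0.00572. Camera compares a list with the other genes, so with medians this near 0 these calls do not show a loss in KO. With the loess offset on abundance promoter peaks were at 0 and no longer passed, genes lower in KO mRNA were at −0.097 at intergenic peaks, and Ikzf2 and Nrp1 were at −0.03 and −0.09. With promoters within 1 kb of a TSS, genes lower in KO mRNA were at −0.002 at intergenic peaks. With all gene types, added after seeing the data, they were at −0.010 there and at −0.007 at promoters, where they no longer passed, as did promoter peaks at 0.054, and genes higher in KO mRNA were at −0.012 in gene bodies.

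Leaving out each library in turn leaves 1 library in an arm, so these fits give values without a test and no counts of calls. The medians ranged from 0.016 to 0.122 for promoter peaks, from −0.162 to 0.019 for gene body peaks and from −0.063 to 0.245 for intergenic peaks. For genes higher in KO mRNA they ranged from 0.103 to 0.231 at promoters, from −0.051 to 0.040 in gene bodies and from −0.092 to 0.270 at intergenic peaks. For genes lower in KO mRNA they ranged from −0.065 to 0.057, from −0.526 to −0.200 and from −0.132 to 0.133. The signatures ranged from −0.022 to 0.232 (colonic), from −0.037 to 0.045 (splenic), from −0.040 to 0.195 (RORγt) and from −0.071 to 0.212 (ST2). The sign changed in at least 1 of these fits for 2 of 3 classes, 8 of 10 lists and 8 of 22 loci. The named peaks were chosen for libraries that do not overlap, so their sign could not change. It held for promoter peaks, for genes higher in KO mRNA at promoters and for genes lower in KO mRNA in gene bodies. The share of low p-values near Setd2 stayed above an unadjusted p of 0.05 under each alternative tried, with p from 0.092 to 0.18.

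An alternative chosen in advance that left out peaks with an IgG signal as high as H3K27ac could not be run. The deposited peak counts held no IgG values.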

Other observations

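The tests below were run after the patterns had been seen. Only the window around Setd2 and the limits of the chemokine receptor region were fixed before the counts were examined. The window was set after the study's published lists had been read, and those lists include H3K27ac results of these libraries.

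The strongest division among the 4 libraries followed the replicate number. Splitting them by number in place of genotype gave 348 peaks at an adjusted p under 0.05 in edgeR, against 1 for the split by genotype and 0 for the remaining split. With the loess offset on abundance these were 1127, 2 and 0. Thus 2 of the 3 splits of the 4 libraries gave as many called peaks as the genotypes or more, and with 3 splits the share cannot fall under 0.05. At an unadjusted p under 0.05 the counts were 8487, 3160 and 720. The labels do not say whether the numbers mark a day, litter or batch, and no biological explanation for this division was tested. The paper describes the mice as littermates, but does not state that libraries with the same number came from the same litter.

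The rise of the log2 fold change with abundance may come from a ratio of signal to background that differs between libraries for technical reasons. Against GC content as the whole cause, the difference between the highest and lowest decile of abundance was 0.31 and remained 0.29 with an offset on GC content. Whether libraries differ by chance or by genotype cannot be told apart, because the slopes of both KO libraries lay above those of both Ctrl libraries and the exact permutation p was 0.333, the smallest possible with 2 against 2. A biological gain at abundant peaks in KO cells stays open and untested.

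The peak between Xcr1 and Ccr1 lay in a region where other peaks were also higher in KO. Between 123012828 and 124440101 on chromosome 9, which includes Ccr9, Cxcr6, Xcr1, Ccr1, Ccr3 and Ccr2, 80 of 127 tested peaks were higher in KO (63%, against 49.2% of all tested peaks). Their median log2 fold change was 0.25, and the permutation test by circular shift gave a one-sided p of 0.012. The trend with abundance does not account for it as a whole, since with the loess offset the median was 0.22 with a permutation p of 0.015. With total counts as library size the permutation p was 0.013. The median deviations were −0.10 and −0.12 in the Ctrl libraries and 0.14 and 0.14 in the KO libraries. This p was not adjusted for the choice of region. The text of the study had named the Ccr9 and Cxcr6 loci for H3K27ac in these same libraries, so the p is not an independent test.

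For the peak itself, the trend with abundance as the whole cause is argued against by an adjusted p of 0.000879 in edgeR with the loess offset, where the log2 fold change was 0.90, although over its alternatives without a block the adjusted p ran from 3.01e-06 to 1. A gain of DNA copies over the surroundings is argued against by the other 61 tested peaks within 200 kb, whose median log2 fold change was 0.36 (95% interval 0.20 to 0.57) against 1.34 (SE 0.23) at the peak, and by the small peak beside it that went the other way. With the loess offset the gap was smaller, with a median of 0.42 against 0.90 at the peak, so the first argument is weaker there. The small peak stayed at −2.40 with that offset. A gain limited to the peak was not tested. DNA of another strain around the floxed allele is a candidate explanation for changes in both directions side by side, but low p-values within 20 Mb of Setd2 were not clearly denser (permutation p of 0.061, and of 0.18 without the region itself). Strain DNA and an effect of Setd2 cannot be told apart here, because Ctrl mice carry 1 floxed allele and KO mice carry 2, so the dose of any linked DNA follows the genotype. The labels give C57BL/6 as the strain of all mice, and whether other DNA remains around the allele was not tested. A different mix of Treg subsets in KO mice was not tested here. By flow cytometry the paper saw no dramatic change at this age in the share of thymic-derived (Helios-positive) Treg cells. It saw the increase in RORγt Treg cells only at a later age. Among the thymic-derived cells, those with both GATA3 and ST2 were already fewer at 2 weeks, so a different mix within them stays open.

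The share of chromosome Y differed between libraries, and a different mix of females and males in the pools is a candidate explanation. Xist, which female cells use, had 1 peak with 10, 3, 0 and 12 counts in Ctrl 1, Ctrl 2, KO 1 and KO 2. In 0.625 of the 24 orders of the libraries it ran at least as far against the chromosome Y share, so the test found no inverse order. With so few counts over Xist the explanation stays open, and no biological explanation was tested.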
